A study of Homo sapiens with 18 samples.

How the data were processed

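The data come from MDA-MB-231 cells, an established human cell line of triple-negative breast carcinoma. Per the labels' protocols, the cells were transduced with lentiviral particles carrying a short hairpin RNA against the mRNA of fibrillarin, or a scramble control, and were selected with puromycin. Fibrillarin (gene symbol FBL) is the methyltransferase of the box C/D small nucleolar ribonucleoproteins, which place 2'-O-methyl groups on ribosomal RNA. Cells were treated with cycloheximide, which stops elongating ribosomes, before lysis. Per the labels' protocols, part of each cleared lysate was kept as input cytoplasmic RNA (IN). The rest was digested with RNase I, and monosomes were isolated on sucrose gradients for the ribosome-protected footprints (RPF). The treatment labels are SC, SH2 and SH3. SC is read here as the scramble control. The protocols speak of 2 hairpins as knockdown 1 and knockdown 2, and the labels do not say which of SH2 and SH3 is which, so the label names are used throughout. Each treatment has 3 replicates of each library kind, which gives 18 libraries in 6 groups.

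A single table of the whole series was used, with 1 entry for each of 17017 gene symbols. It holds 4 kinds of values. The count columns hold raw, whole-number read counts per gene and library, as deposited by the authors. The normalized signal columns are, per the file headers, DESeq2-normalized values. Within each library the ratio of the deposited count to this normalized signal was the same for all genes, so each column is the count divided by 1 size factor. The log2 fold changes and the p-values (raw and adjusted) in the deposited table are the authors' own DESeq2 comparisons of each hairpin with SC, per the file headers, for IN, for RPF and for a further measure named RD. Aligner, counting tool, treatment of reads that match several places, annotation, genome build, DESeq2 version and model formula are not stated. The labelling of the deposited table carries the numbers 26 and 30, which read as a range of footprint lengths in nucleotides. That reading is not stated in the labels. Since no build is named, no coordinates are given. Genes are named by the table's symbols. Of these, 16581 are current symbols in the human gene name table used, a further 129 are listed there or in NCBI RefSeq's gene table (GRCh38.p14, used for names only) as synonyms, and 307 are neither. The table held 0 genes without a count in all 18 libraries.

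Total counts ranged from 23469830 to 27629488 in the IN libraries and from 1662705 to 6098648 in the RPF libraries. No molecular identifiers are described, so the floor covers counting error only. The SDs and SEs also hold spread between replicates. Spread between replicates, as edgeR's common biological coefficient of variation, was 11.6% in IN and 15.1% in RPF. No 2 replicates agreed within counting noise. The chi-square per degree of freedom between replicates of a group ran from 3.38 to 56.3, so all 18 libraries were counted as separate.

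The main tests used the deposited counts in edgeR 4.0.16 (R 4.3.3). Genes with low counts were removed with filterByExpr, libraries were scaled with TMM factors, and differences were tested with the quasi-likelihood test (glmQLFit and glmQLFTest). This scaling makes each change relative to the typical gene, so a change common to most genes would not be seen. P-values were adjusted by the Benjamini-Hochberg method over the genes tested. The tests were two-sided. The RNA comparisons used 1 fit of all 9 IN libraries, and the footprint comparisons 1 fit of all 9 RPF libraries. Translational efficiency, the ratio of footprints to RNA per gene, was tested in 1 fit over all 18 libraries as the difference between the RPF change and the IN change (an interaction contrast). For each measure SH2 was compared with SC, SH3 with SC and SH2 with SH3. "Called" means an adjusted p-value under 0.05. Standard errors (SE) were computed as the absolute log2 fold change divided by the square root of the F statistic. CPM values are edgeR's counts scaled to the TMM-scaled library, within the library kind. A count of 3 or less in every library of a group was treated as the floor.

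Both hairpins were compared with the same SC libraries, so their changes share chance values. Beside each measure of agreement stands the value from 20 simulations of unchanged groups. Each simulation drew all libraries anew, SC included, and compared both simulated hairpins with the same simulated SC libraries. The 7 gene lists were 86 cytosolic ribosomal proteins, 11 proteins of the box C/D small nucleolar ribonucleoproteins and their assembly, 83 ribosome biogenesis factors, 18 other 5'TOP mRNAs (mRNAs with a terminal oligopyrimidine tract, apart from ribosomal proteins), 13 mitochondrially encoded mRNAs, 42 interferon-stimulated genes and 57 replication-dependent histones. All were present except for 2 histones. FBL itself was not in the box C/D list. Lists were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 3 and a preset inter-gene correlation of 0.01, adjusted over the 42 tests of 7 lists in 6 comparisons. A further 3 lists, of 40 DNA replication genes, 8 replication-independent histones and 87 small mitochondrial proteins encoded in the nucleus, were written after the first results and before those lists were tested.

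The genes named in the text follow a fixed rule. FBL is always named. For each measure, among genes called in both hairpins in the same direction with a mean of at least 5 CPM over the libraries of that measure, the 3 higher and 3 lower genes with the largest value of the smaller absolute log2 fold change are named. Ribosomal protein genes may also be named as the highest or lowest member of their list. Other genes are marked as chosen after their values were seen.

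The fits were tested on simulated counts for the same genes, library sizes and dispersions, in which 200 genes were changed by a fold of 2. The RNA fit recovered 87.5% of them among 12710 genes, the footprint fit 68.5% among 10345 and the translational efficiency fit 51.5% among 12531. Of the unchanged genes, 0.137%, 0.0695% and 0.0571% were called.

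The groups share replicate numbers 1 to 3, taken from the sample titles. Whether they pair libraries was checked by correlating, across genes, the deviations of same-numbered libraries from their group means. Between SH2 and SC these correlations were 0.295 to 0.358 in IN and 0.249 to 0.297 in RPF, over 0.1 for every number, so the numbers pair SH2 with SC. The pairing comes from the titles and this check, since the protocols name no shared batch. No batch, date or lane is given in the labels.

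The grouping of the libraries, the tests, the rule for named genes, the 7 gene lists and a set of alternatives were fixed before the data were examined. Those alternatives were DESeq2 size factors in the same edgeR fit, the DESeq2 1.42.0 Wald test, no filter on low counts, a filter on a mean count of at least 10, only the groups compared in the fit, the replicate number as a block, each replicate left out in turn, an absolute log2 fold change of at least 1, an adjusted p-value under 0.01, and for FBL plain library totals. Agreement was also computed as Spearman's rho and with the SC libraries divided between the hairpins, and the list tests were repeated with fry and with camera's estimated correlation. Added after seeing the data were RPF libraries thinned at random to the smallest RPF total, alone and with the replicate block, a block by lysate (treatment and number) over both library kinds, and a DESeq2 likelihood-ratio test over both hairpins at once. Alternatives listed for the case that only normalized values or only the authors' comparisons were given were not needed.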

Results

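Gene expression and ribosome occupancy were measured in MDA-MB-231 cells, a triple-negative breast carcinoma line, after lentiviral knockdown of fibrillarin. Fibrillarin is the nucleolar enzyme that methylates ribosomal RNA at the 2'-O position. The treatments compared were the scramble control SC and the hairpin treatments SH2 and SH3. For each treatment, 3 replicates of cytoplasmic RNA (IN) and 3 of ribosome footprints (RPF) were sequenced, which gives 18 libraries. IN libraries held 23469830 to 27629488 counts and detected 14566 to 14963 genes. RPF libraries were shallower, with 1662705 counts in SH3 replicate 1 to 6098648 in SC replicate 1, and detected 12040 to 13095 genes. Mean RPF totals were 4790940 ± 2001670 counts in SC, 3424210 ± 922348 in SH2 and 2421550 ± 660025 in SH3 (SD, n = 3 each), so footprint ratios rest on fewer counts in the hairpin groups. The 10 most abundant genes of a library took 6.05% to 12.3% of its IN counts and 6.87% to 9.07% of its RPF counts.

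The targeted gene was examined first. FBL stood at 388 ± 36.4 library-scaled counts (CPM) in SC RNA (SD, n = 3), at 5.67 ± 5.09 CPM in SH2 and at 3.49 ± 0.612 CPM in SH3, so 1.46% of the SC mean remained in SH2 and 0.898% in SH3. The 3 SH2 RNA libraries differed, with 1.26, 4.52 and 11.2 CPM for replicates 1, 2 and 3. Without replicate 3, the remaining share in SH2 RNA was 0.743%. In footprints FBL stood at 282 ± 13.9 CPM in SC, 13.2 ± 14.6 CPM in SH2 and 5.88 ± 2.01 CPM in SH3 (SD, n = 3 each), or 4.70% and 2.09% of SC. SH2 replicate 3 was again the highest at 30.1 CPM, and without it 1.71% remained in SH2 footprints. With plain library totals in place of TMM scaling, the shares ranged from 0.956% in SH3 RNA to 4.76% in SH2 footprints. On the log2 scale FBL RNA changed by -6.08 (SE 0.45, edgeR adjusted p 1.44e-07) in SH2 and by -6.80 (SE 0.48, edgeR adjusted p 2.16e-07) in SH3. Footprints of FBL changed by -4.44 (SE 0.43, edgeR adjusted p 1.58e-06) and -5.52 (SE 0.49, edgeR adjusted p 1.55e-06). Without SH2 replicate 3 the SH2 changes were -7.09 in RNA and -5.87 in footprints. The 2 hairpins did not differ past the threshold in FBL RNA (log2 difference 0.72, edgeR adjusted p 0.242) or footprints (1.08, edgeR adjusted p 0.192). Footprints of FBL fell less than its RNA, by a translational efficiency difference of 1.61 in SH2 (SE 0.69, edgeR adjusted p 0.217) and 1.29 in SH3 (SE 0.87, edgeR adjusted p 0.597), neither past the threshold. With no filter on low counts the SH2 value reached an edgeR adjusted p of 0.0411, and with a block by lysate 0.0384, within a range of 0.0384 to 0.359 over its 16 settings. In SH3 these footprints rest on 7 to 23 counts per library.

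**Figure D1:**
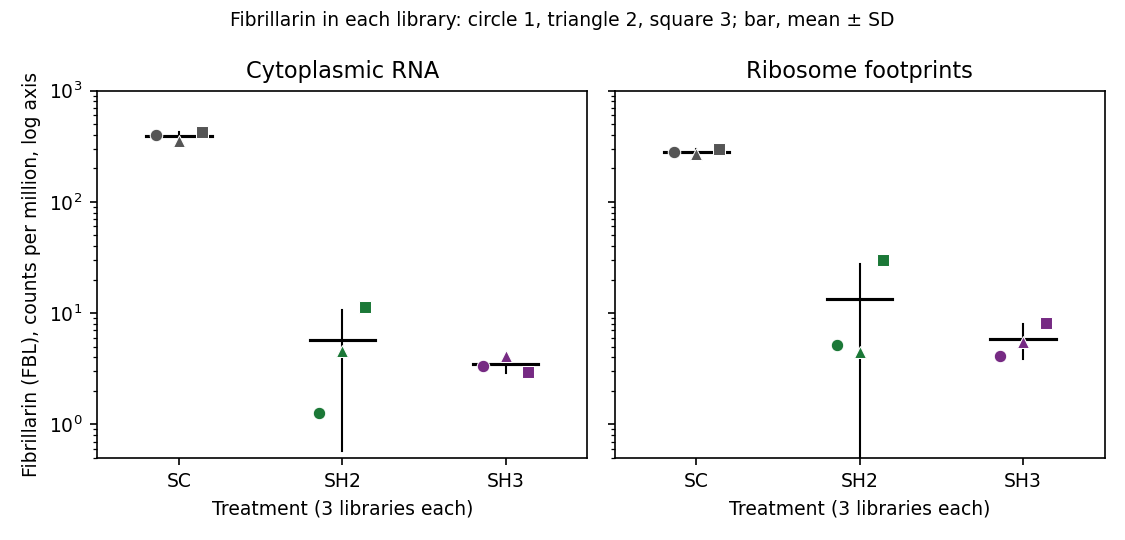
FBL in CPM (log axis) in each of the 3 libraries of SC, SH2 and SH3, for cytoplasmic RNA (left) and ribosome footprints (right), with symbols for replicates 1 (circle), 2 (triangle) and 3 (square), a horizontal bar at the mean and a vertical line of ± 1 SD, which reaches the bottom of the axis for SH2 footprints. The hairpin libraries lie at or under 30.1 CPM and the SC libraries at or above 269 CPM.

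The comparisons of RNA with SC ask which transcripts change in abundance after loss of fibrillarin. In SH2, 7805 of 12710 genes tested were called by edgeR's quasi-likelihood test, 3947 higher and 3858 lower. In SH3, 6732 were called, 3529 higher and 3203 lower. The alternative that moved these counts most was a minimum absolute log2 fold change of 1, which left 2336 genes in SH2 and 1623 in SH3. The median absolute log2 change of the called genes was 0.72 in SH2 and 0.64 in SH3. Among the genes called in both in the same direction, the highest shared rises were in C3, PIEZO2 and CYP1B1, and the deepest shared falls apart from FBL were in KISS1, CPED1 and H2BC14. C3 RNA rose from 2.19 ± 0.243 CPM in SC to 26.3 ± 6.69 in SH2 and 17.1 ± 9.65 in SH3 (SD, n = 3 each), log2 changes of 3.59 (SE 0.35, edgeR adjusted p 1.41e-06) and 2.97 (SE 0.35, edgeR adjusted p 1.33e-05), the latter 2.38 without SH3 replicate 1. PIEZO2 rose by 2.91 and 2.98 on the log2 scale and CYP1B1 by 2.85 and 2.68. KISS1 RNA went from 42.1 ± 17.7 CPM in SC to 2.63 ± 1.66 in SH2 and 3.11 ± 1.56 in SH3 (SD, n = 3 each), log2 changes of -4.01 (SE 0.42, edgeR adjusted p 2.42e-06) and -3.77 (SE 0.41, edgeR adjusted p 7.08e-06), the former -4.63 without SH2 replicate 1. CPED1 changed by -3.44 and -3.23 and H2BC14 by -2.72 and -2.71. H2BC14 belongs to a family of near-identical histone genes, so its counts are uncertain where the counting divides shared reads. These RNA changes held their direction and their call under each of 13 settings.

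In ribosome footprints, 10345 genes were tested. Of these, 4576 were called in SH2, 2174 higher and 2402 lower, and 3719 in SH3, 1751 higher and 1968 lower. With a minimum absolute log2 fold change of 1, 1798 and 1356 remained, the largest move among the alternatives. Shared rises were highest in ITGA10, C3 and BMF. ITGA10 footprints went from 1.16 ± 0.101 CPM in SC to 15.5 ± 2.07 in SH2 and 13.7 ± 2.05 in SH3 (SD, n = 3 each), log2 changes of 3.72 (SE 0.30, edgeR adjusted p 4.05e-07) and 3.57 (SE 0.32, edgeR adjusted p 1.55e-06), from 3 to 7 counts per SC library. C3 footprints rose by 4.11 and 3.08 on the log2 scale, and BMF footprints by 4.01 and 3.05. The BMF values rest on 2 to 12 counts per SC library, and without SC replicate 3 they were 4.98 and 4.03. Under other settings they fell as low as 3.30 in SH2 and 2.44 in SH3. The deepest shared falls apart from FBL were in KISS1 (-3.60 in SH2 and -4.12 in SH3), NMU (-2.61 and -2.64) and HOXB9 (-3.18 and -2.51). The NMU values rest on 3 to 9 counts per SH2 library and 2 to 7 per SH3 library. Those of HOXB9 rest on 1 to 10 and 5 to 8. KISS1 footprints stood at 99.9 ± 49.1 CPM in SC, 7.98 ± 3.45 in SH2 and 6.02 ± 3.04 in SH3 (SD, n = 3 each), with edgeR adjusted p-values of 2.30e-06 and 3.20e-06. These footprint changes held their direction and call under each of 15 settings.

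Footprint changes followed RNA changes. Across 10335 genes tested in both fits, the log2 changes in RNA and in footprints had Pearson's r of 0.856 in SH2 and 0.858 in SH3. Genes are not independent replicates, so no p-value is given. In SH2, 3805 genes were called in both measures in the same direction and 55 in opposite directions, while 2794 were called in RNA alone and 714 in footprints alone. The corresponding counts in SH3 were 3090, 14, 2652 and 612.

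Whether the 2 hairpins gave the same changes was asked next. Across genes, the SH2 and SH3 log2 changes in RNA had Pearson's r of 0.729. The mean was 0.504 (highest 0.528) in 20 simulations of unchanged groups that shared simulated SC libraries. Of the genes tested, 4815 were called in both hairpins in the same direction, and at most 1 in any simulation. In footprints r was 0.679 (simulated mean 0.458, highest 0.472), with 2367 genes called in both in the same direction, and at most 2 in any simulation. When the SC libraries were divided so that the hairpins shared none, the mean r over 6 divisions was 0.653 in RNA and 0.557 in footprints. For translational efficiency r was 0.477, above the highest of the 20 simulations (0.432, mean 0.390). A larger spread in SC than in the hairpins would by itself raise this r. The largest chi-square per degree of freedom between replicates was in SC, at 56.3 in RNA and 16.99 in footprints. No simulation with a larger spread in SC alone was described. The margin in this measure therefore does not show agreement beyond the shared SC libraries. The translational efficiency r was 0.393 without replicate number 2, for which no simulation was run. Its mean over the 6 divisions without a shared SC library was 0.0574 (-0.00124 to 0.150). These divisions took the RNA and footprint libraries of SC by the same number. An exchange of SC numbers between the library kinds, raised below, would by itself lower this r. The value of 0.0574 therefore does not show that agreement is absent. Without replicate number 3, the genes called in both in the same direction numbered 2959 in RNA, 916 in footprints and 0 in translational efficiency, where 338 had an unadjusted p-value under 0.05 in both. Without replicate number 2 there were 3 in translational efficiency, against 52 with all libraries and 0 in each of the 20 simulations.

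**Figure D2:**
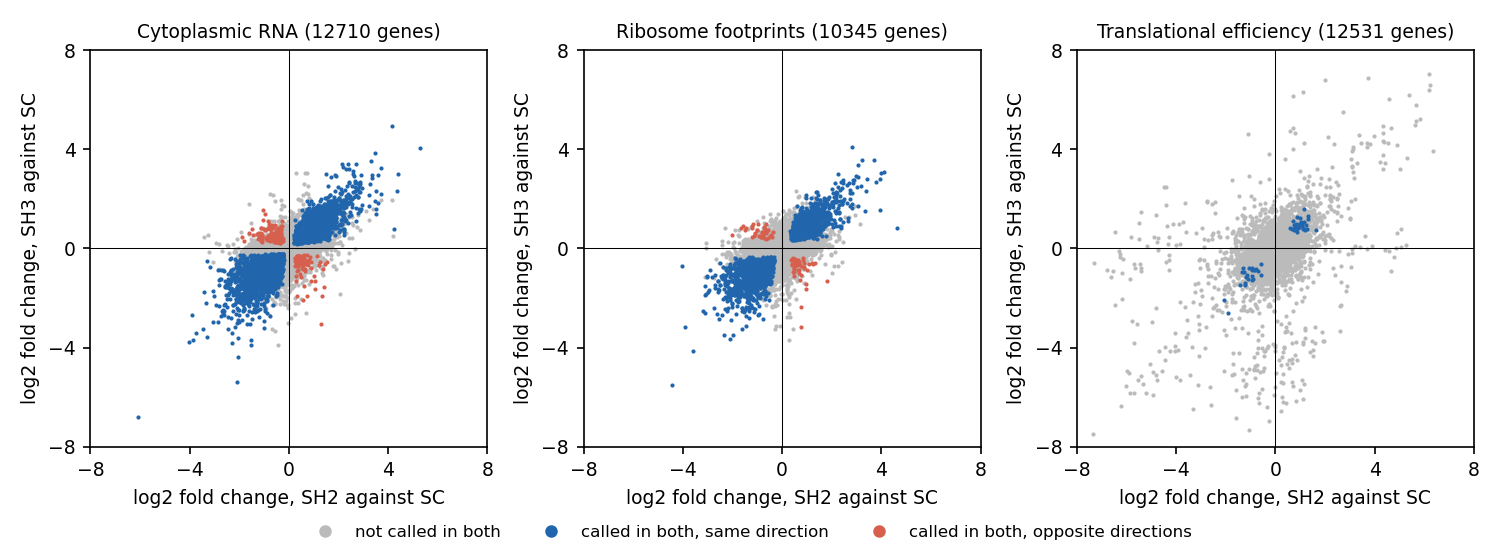
Log2 fold changes of SH2 against SC (horizontal) and SH3 against SC (vertical), 1 point per gene tested, for cytoplasmic RNA, ribosome footprints and translational efficiency. Blue points were called in both hairpins in the same direction (4815, 2367 and 52 genes), red points in both in opposite directions (244, 91 and 0 genes), and gray points are the other genes tested.

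The hairpins also differed from each other. The direct comparison of SH2 with SH3 called 4993 genes in RNA, 2400 higher and 2593 lower in SH2, and 2459 in footprints, 1256 higher and 1203 lower. A minimum absolute log2 fold change of 1 moved these counts most, to 955 and 874. At an adjusted p-value under 0.01 they were 3152 and 1301, and leaving out SH3 replicate 2 gave 1541 in footprints. Against SC, 244 genes were called in opposite directions by the 2 hairpins in RNA and 91 in footprints. Without replicate number 3 these were 67 and 13, and without number 2 the footprint count was 43.

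Translational efficiency, the footprint change relative to the RNA change, changed in fewer genes. Of 12531 genes tested, 489 were called in SH2, 181 higher and 308 lower, and 86 in SH3, 47 higher and 39 lower. At an unadjusted p-value under 0.05 there were 2248 and 1574. These counts moved with the method and with single replicates. The DESeq2 Wald test called 910 and 355. Leaving out 1 replicate in SH2 gave 110 genes without SH2 replicate 3, 140 without SC replicate 3, 195 without SH2 replicate 1, and up to 555 without SC replicate 2. In SH3 it gave 10 without SC replicate 3, 11 without SH3 replicate 2, 18 without SH3 replicate 1, 31 without SH3 replicate 3 and 244 without SC replicate 1. Both hairpins called 52 genes in the same direction and 0 in opposite directions, with 5 in opposite directions at an unadjusted p-value under 0.05. The direct comparison of the hairpins called 2 genes, both lower in SH2, with 1471 at an unadjusted p-value under 0.05. These 2 genes, named after their values were seen, were BASP1 (log2 difference -1.15, SE 0.19) and ZFP91 (-1.15, SE 0.19), each with an edgeR adjusted p of 0.0326. In the 6 fits that left out 1 replicate of SH2 or SH3, their edgeR adjusted p-values ran from 0.0561 to 0.392, and such a fit called 1 gene without SH2 replicate 1 and 0 otherwise, with 991 to 1543 genes at an unadjusted p-value under 0.05. The count of 2 also moved up, to 229 with the DESeq2 Wald test, 36 with only the groups compared and 35 with no filter on low counts.

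Among genes called in both hairpins, translational efficiency rose most in NOP53, C18orf54 and UCP2 and fell most in DNAH14, DUS1L and CAPN15. NOP53 RNA stood at 156 ± 20.2 CPM in SC, 143 ± 10.99 in SH2 and 128 ± 16.5 in SH3, while its footprints stood at 58.3 ± 4.14, 137 ± 18.5 and 116 ± 26.6 CPM (SD, n = 3 each). Its ratio rose by 1.34 (SE 0.21, edgeR adjusted p 0.00151) in SH2 and 1.30 (SE 0.22, edgeR adjusted p 0.00508) in SH3 on the log2 scale. UCP2 rose by 1.14 and 1.59 and C18orf54 by 1.32 and 1.20. DNAH14 footprints stood at 22.5 ± 0.994 CPM in SC, 2.64 ± 0.598 in SH2 and 6.22 ± 1.55 in SH3 (SD, n = 3 each), from 7 to 19 counts in the hairpin libraries, and its ratio changed by -2.08 (SE 0.29, edgeR adjusted p 0.000470) and -2.06 (SE 0.25, edgeR adjusted p 0.000302). DUS1L changed by -1.43 and -1.46. For this gene RNA rose from 104 ± 26.6 CPM to 188 ± 15.9 in SH2 and 206 ± 13.1 in SH3, and footprints went from 20.0 ± 0.954 CPM to 13.3 ± 0.631 and 13.9 ± 1.75 (SD, n = 3 each). CAPN15 changed by -1.24 and -1.40. Over 16 settings the DNAH14 change ran from -2.70 to -1.81 in SH2 and from -2.20 to -1.87 in SH3. Of these 6 genes, DNAH14 held its call in both hairpins under each of these settings. C18orf54, with 11 to 41 footprint counts per library, lost it in 6 of the alternatives in SH2 and 9 in SH3, with adjusted p-values in SH3 from 0.00286 in the DESeq2 Wald test to 0.366 in edgeR without SH3 replicate 2 (log2 change 1.00). Without SC replicate 3, the edgeR adjusted p in SH3 was 0.0505 for NOP53 (1.27), UCP2 (1.47) and DUS1L (-1.46), and in SH2 it was 0.0828 for UCP2 (1.02). Without SH3 replicate 2, it was 0.0909 for DUS1L (-1.40) and 0.205 for CAPN15 (-1.15). The lowest adjusted p-values in SH3 came from the DESeq2 Wald test, 7.71e-06 for NOP53, 1.62e-05 for UCP2, 4.51e-05 for DUS1L and 0.000103 for CAPN15, and for UCP2 in SH2 it was 0.00252. UCP2 in SH2 also lost its call without SH2 replicate 1 (0.95, edgeR adjusted p 0.0729) and with footprint libraries thinned to one depth, an alternative chosen after seeing the data (1.07, edgeR adjusted p 0.0731), and CAPN15 in SH3 without SC replicate 3 (-1.36, edgeR adjusted p 0.0792) or SH3 replicate 1 (-1.40, edgeR adjusted p 0.0636).

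Gene lists tied to the ribosome and to fibrillarin's complex were then compared. Of 42 list tests, 19 passed an adjusted p-value of 0.05 in camera with the preset correlation. Under fry, which uses the observed correlation, 16 tests passed, and 1 passed under camera's estimated correlation. DESeq2 size factors changed none of the 42 directions or calls. In translational efficiency, the other 5'TOP mRNAs had the lowest p-values of the 7 lists in both hairpins under fry and under the estimated correlation. With the preset correlation, the cytosolic ribosomal proteins had the lowest camera p-values in that measure. Their RNA had a median log2 change of -0.62 in SH2, with 84 of 85 genes lower (camera adjusted p 2.54e-16), and of -0.56 in SH3, with 84 of 85 lower (camera adjusted p 2.53e-18). Adjusted over the list alone, 81 of the genes were lower in SH2 RNA and 81 in SH3, against 80 and 77 with adjustment over all genes tested. Their footprints moved less, with medians of -0.055 in SH2 (camera adjusted p 0.410) and -0.079 in SH3 (camera adjusted p 0.256). Without replicate 1 these medians were -0.0083 and -0.0096, and without replicate 2 they were -0.033 and -0.16, the last past the threshold (camera adjusted p 0.0365, in a range of 0.0365 to 0.987 over the alternatives). Without replicate 3 the SH3 median was -0.048. Their translational efficiency therefore rose, by a median of 0.57 in SH2, with 74 of 85 genes higher (camera adjusted p 7.60e-30, fry adjusted p 0.00148), and 0.52 in SH3, with 75 of 85 higher (camera adjusted p 3.48e-32, fry adjusted p 0.00257). With camera's estimated correlation the adjusted p was 0.0920 for both, the highest over the alternatives, and the lowest were 4.40e-31 and 7.24e-33. With 1 gene at the floor placed at either end, the SH3 median of the edgeR changes was 0.50 or 0.51. Adjusted over the list alone, 51 were higher and 1 lower in SH2 and 50 higher and 3 lower in SH3, against 36 and 19 higher with adjustment over all genes. RPS27 had the highest change in SH2 (1.65, SE 0.17, edgeR adjusted p 4.90e-05) and RPL19 in SH3 (1.30, SE 0.20, edgeR adjusted p 0.00274), while RPL36A had the lowest in both (-0.67 and -1.17, edgeR adjusted p 0.361 and 0.213). Ribosomal protein genes have many processed pseudogenes, and how shared reads were counted is not stated.

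**Figure D3:**
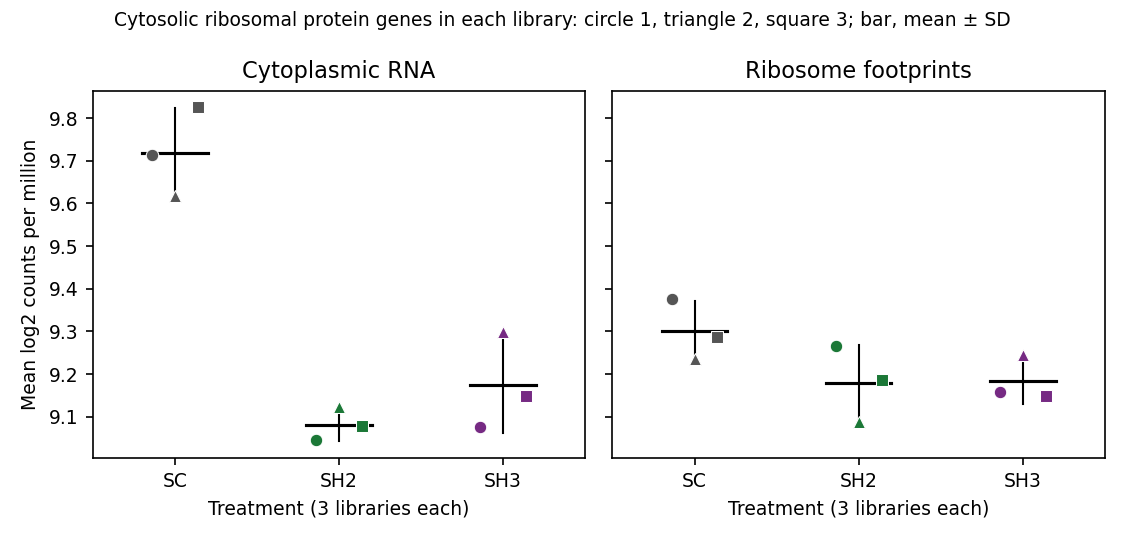
Mean log2 CPM over the cytosolic ribosomal protein genes in each library, for cytoplasmic RNA (left, 85 genes) and ribosome footprints (right, 84 genes), with symbols for replicates 1 (circle), 2 (triangle) and 3 (square), a horizontal bar at the mean and a vertical line of ± 1 SD. The 3 SC RNA libraries lie at 9.62 to 9.83 and the 6 hairpin RNA libraries at 9.04 to 9.30, while the footprint libraries of the 3 treatments overlap.

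Seen per library, mean ribosomal protein RNA was 9.72 ± 0.10 log2 CPM in SC, 9.08 ± 0.039 in SH2 and 9.17 ± 0.11 in SH3 (SD, n = 3 each), with no overlap between SC and either hairpin. Footprints were at 9.30 ± 0.071, 9.18 ± 0.090 and 9.18 ± 0.054. The groups overlapped, but each SH2 footprint library lay under the SC library of its number, by 0.11, 0.15 and 0.10 for numbers 1, 2 and 3. The other 5'TOP mRNAs followed the same course, with RNA medians of -0.40 in SH2 (14 of 17 lower, camera adjusted p 0.00610) and -0.39 in SH3 (15 of 17 lower, camera adjusted p 0.00178), footprint medians of 0.017 and 0.0021, and translational efficiency medians of 0.40 in SH2 (11 of 18 higher, camera adjusted p 1.23e-05) and 0.39 in SH3 (14 of 18 higher, camera adjusted p 9.10e-09). The SH3 value of this list was the test that also passed under the estimated correlation, at a camera adjusted p of 0.0373, the highest of its alternatives (lowest 3.58e-09). Without replicate 2 the footprint medians were -0.047 and -0.0034, without replicate 3 0.10 and 0.017, and without replicate 1 the SH3 one was -0.0034. The mean of this list per footprint library was nonetheless lower in each SH2 library (9.37 to 9.43 log2 CPM) than in each SC library (9.46 to 9.48), while SH3 (9.41 to 9.50) overlapped SC.

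Ribosome biogenesis factors rose slightly in RNA, by a median of 0.21 in SH2 (57 of 82 higher, camera adjusted p 0.0318) and 0.26 in SH3 (69 of 82 higher, camera adjusted p 0.000412). In footprints the SH3 median was 0.18 (camera adjusted p 0.00472) and the SH2 median 0.13 (camera adjusted p 0.256). The SH2 RNA and SH3 footprint calls were not past the threshold under fry (adjusted p 0.0699 and 0.0746) or without replicate 2 (medians 0.17 and 0.086, camera adjusted p 0.109 and 0.142). Over the alternatives their adjusted p-values by camera or fry ran from 0.0191 to 0.987 and from 0.000189 to 0.808. Without replicate 1 the SH3 footprint median was 0.30. Adjusted over the list alone, 34 of these genes were higher and 13 lower in SH2 RNA and 42 higher and 7 lower in SH3, against 34 and 13, and 39 and 7, with adjustment over all genes. Their translational efficiency medians of -0.061 and -0.056 were not past the threshold, and were -0.017 without replicate 2 in SH2 and -0.0015 without replicate 1 and -0.092 without replicate 2 in SH3.

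The box C/D proteins, a list without FBL, were not past the threshold in any of their 6 tests (lowest camera adjusted p 0.410, for SH3 footprints). Their medians in SH2 and SH3 were 0.045 and 0.11 in RNA, -0.065 and 0.16 in footprints, and 0.0026 and -0.034 in translational efficiency. Without replicate 1 the SH2 RNA median was -0.056 and the translational efficiency medians were -0.050 and 0.030. Without replicate 2 the RNA median was 0.050 in SH3, the footprint medians were -0.011 and 0.00054, and the translational efficiency medians 0.012 and -0.064. Without replicate 3 the SH2 medians were 0.084 in RNA, -0.034 in footprints and -0.0028 in translational efficiency, where the SH3 one was -0.059.

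Interferon-stimulated genes were not past the threshold either, with medians of -0.16 and -0.19 in RNA, 0.13 and -0.12 in footprints, and 0.087 and 0.11 in translational efficiency. Without replicate 1 their RNA median in SH3 was -0.31 (camera adjusted p 0.0356) and their translational efficiency median in SH2 was 0.30 (camera adjusted p 0.0212), both past the threshold, while the highest adjusted p over the alternatives was 0.987 for each. Also without replicate 1, the footprint medians were 0.21 and -0.18 and the SH3 translational efficiency median 0.21. Without replicate 2 the RNA medians were -0.097 and 0.022, the footprint medians 0.049 and -0.0067, and the translational efficiency medians -0.13 and -0.032. Without replicate 3 the SH2 RNA median was -0.097, the footprint medians 0.21 and -0.18, and the SH2 translational efficiency median 0.19.

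Replication-dependent histones were lower in RNA, by a median of -1.34 in SH2 (36 of 36 genes lower, camera adjusted p 3.85e-11) and -1.30 in SH3 (35 of 36 lower, camera adjusted p 2.82e-13), and in footprints, by -1.15 (35 of 35 lower, camera adjusted p 2.84e-12) and -1.20 (35 of 35 lower, camera adjusted p 2.82e-13). These calls passed under fry and without any 1 replicate number. Translational efficiency of the histones had medians of 0.019 and -0.034, not past the threshold. In that test 8 of the 42 members were at the floor in a group, and with them placed at either end the median of the edgeR changes lay between -0.33 and 0.086 in SH2 and between -0.19 and 0.024 in SH3. Without replicate 1 the medians were 0.31 (camera adjusted p 0.0356) and 0.44 (camera adjusted p 0.000492), without replicate 2 they were -0.25 and -0.39 (camera adjusted p 0.00623 in SH3), and without replicate 3 the SH2 median was -0.16. Over the alternatives the highest adjusted p-values were 0.998 in both hairpins. Histone genes are near-identical in sequence, so their counts depend on how shared reads were assigned.

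Mitochondrially encoded mRNAs took 7.78% ± 2.49 of IN counts in SC, 2.99% ± 0.410 in SH2 and 4.37% ± 0.727 in SH3 (SD, n = 3 each), with 10.7% in SC replicate 1. Their median RNA change was -1.47 in SH2 (13 of 13 lower, camera adjusted p 1.34e-05) and -1.09 in SH3 (13 of 13 lower, camera adjusted p 5.16e-05), and without replicate 1 it was -1.31 and -0.93. In footprints it was -1.63 in SH2 (13 of 13 lower, camera adjusted p 1.36e-05). The SH3 footprint median of -0.53 was not past the threshold (camera adjusted p 0.192), though it was -0.73 without replicate 3 (camera adjusted p 4.32e-05, against a highest of 0.987 over the alternatives), -0.27 without replicate 1 and -0.35 without replicate 2. Of RPF counts these mRNAs took only 0.120% to 0.660% per library, against 2.52% to 10.7% of IN counts. What share of such footprint reads came from translating ribosomes was not measured. For this list the ratio is therefore not read as a change in translation. Translational efficiency of this list in SH3 had a median of 0.54 (13 of 13 higher, camera adjusted p 0.00255), which did not hold under fry (adjusted p 0.546, in a range of 0.000693 to 0.808 over the alternatives). In SH2 it had a median of -0.13 (camera adjusted p 0.803), which was 0.24 without replicate 1, 0.065 without replicate 2 and -0.66 without replicate 3 (camera adjusted p 9.28e-05, against a highest of 0.987).

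**Figure D4:**
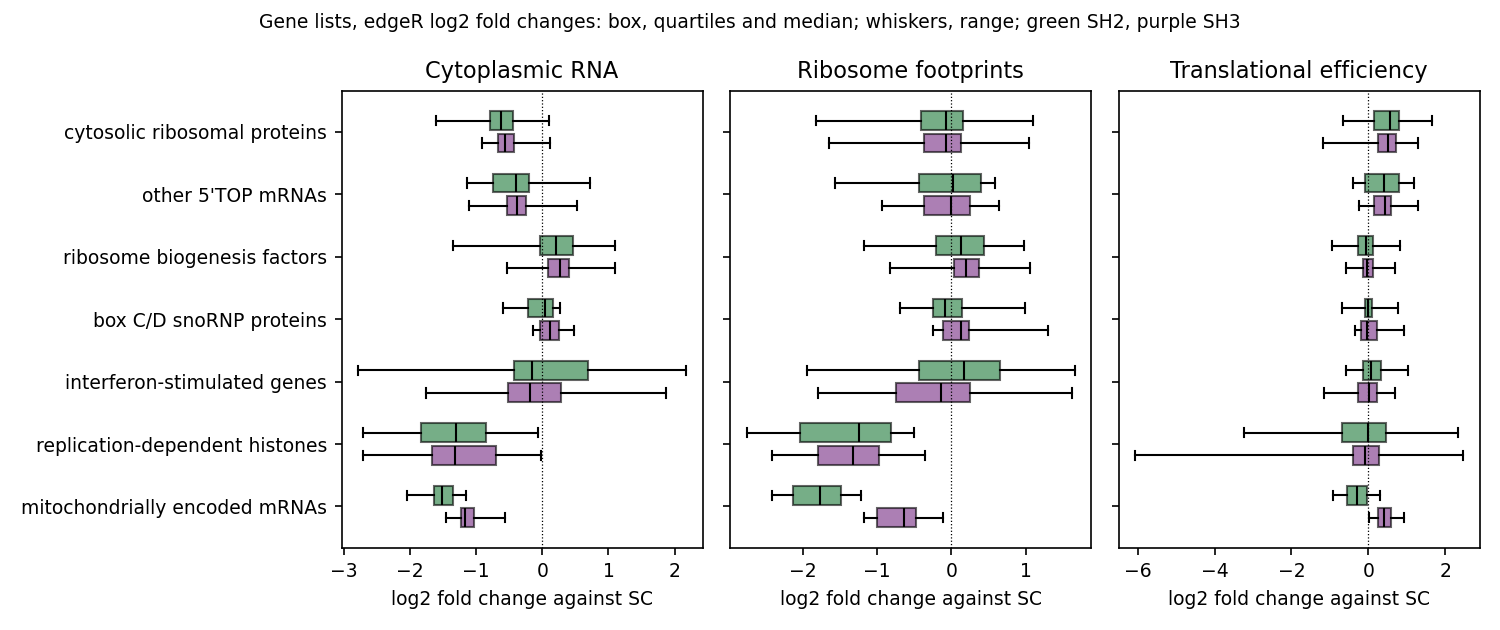
The edgeR log2 fold changes of the members of 7 gene lists in SH2 (green) and SH3 (purple) against SC, for cytoplasmic RNA, ribosome footprints and translational efficiency, with boxes at the quartiles and the median and whiskers over the full range. The boxes of the ribosomal proteins lie left of 0 in RNA, around 0 in footprints and right of 0 in translational efficiency in both hairpins.

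In the authors' deposited table of DESeq2 comparisons, 7793 genes in SH2 and 6706 in SH3 had an adjusted p-value under 0.05 in RNA. The authors' deposited table had 4249 and 3456 such genes in footprints. Its log2 fold changes correlated across genes with those computed here at r of 1.00 in these 4 comparisons. For the further measure RD, the authors' deposited table lists 1060 such genes, 411 higher and 649 lower, with the same log2 fold change, p-value and adjusted p-value for SH2 and SH3 in all 17017 genes. Its RD log2 fold changes correlated with the translational efficiency changes computed here at r of 0.858 for SH3 and 0.465 for SH2.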

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

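The tests of the genes called in opposite directions were chosen after the result was seen.

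In RNA, 244 genes were called against SC in opposite directions by the 2 hairpins, and in footprints 91. They stand out because the same contrast gave effects of opposite sign in SH2 and SH3, and the difference itself was tested. All 244 and all 91 were also called in the direct comparison of SH2 with SH3 by edgeR. The genes called between the hairpins numbered 4993 in RNA and 2459 in footprints. In RNA, 88 of them were higher in SH2 and 156 higher in SH3, and in footprints 53 and 38. An absolute log2 fold change of at least 1 in both hairpins at once was seen in 8 genes in RNA and 2 in footprints. Ranked by the smaller of the 2 absolute changes, the first in RNA and in footprints, chosen after its values were seen, was IL1B, with RNA changes of 1.41 in SH2 (SE 0.26, edgeR adjusted p 0.000302) and -1.55 in SH3 (SE 0.28, edgeR adjusted p 0.000385) and footprint changes of 1.80 and -1.31. The counts depended on single replicate numbers. Without number 3 they were 67 in RNA and 13 in footprints, and without number 2 the footprint count was 43. With the replicate number as a block they were 369 and 143. With DESeq2 size factors they were 243 and 92.

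Being called between the hairpins is nearly given by the choice of such genes, so genes were chosen again without 1 replicate number and looked at in the libraries of that number, with an SC library not used in the choice. In RNA, 167 of 186, 180 of 208 and 67 of 67 genes were opposite the same way in the libraries of numbers 1, 2 and 3, at least 86.5%. In footprints 64 of 78, 39 of 43 and 13 of 13 were, at least 82.1%. In each of these 6 sets, 0 genes were reversed in both hairpins. These shares argue against noise in the SC libraries as the cause. They also argue against a difference in knockdown depth, for genes whose response keeps its direction as fibrillarin falls. Responses that turn with depth stay open. Effects of each hairpin on other targets, or differences between the selected cell populations, stay open and were not tested.

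Among genes called in the same direction by both hairpins, 1440 in RNA and 379 in footprints also differed between them. Of these, 72.6% in RNA and 69.1% in footprints changed more in SH2. A difference in knockdown depth could give such a pattern, and it cannot be told apart from a hairpin-specific effect, because FBL itself did not differ past the threshold between the hairpins (RNA log2 difference 0.72, SE 0.47, edgeR adjusted p 0.242). The order of its means rests on 1 library, since SH3 had the lower one with all libraries and SH2 without its replicate 3 (0.743% of SC against 0.898% in RNA, 1.71% against 2.09% in footprints).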

How the results depend on the processing

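The alternatives with thinned footprint libraries and with a block by lysate were chosen after seeing the data. Where a value changed, the cause was not tested unless fewer libraries, fewer counts or a stricter threshold made the change by construction.

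A minimum absolute log2 fold change of 1 left 2336 genes for SH2, 1623 for SH3 and 955 between the hairpins in RNA, 1798, 1356 and 874 in footprints, and 152 and 35 in translational efficiency for SH2 and SH3. An adjusted p-value under 0.01 left 3152 between the hairpins in RNA, 2304 for SH3 and 1301 between the hairpins in footprints, and 100, 13 and 0 in translational efficiency, the last with 1471 genes at an unadjusted p-value under 0.05. DESeq2 size factors changed no call count by more than 1.5 times, and no direction or call of a gene list or named gene.

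Translational efficiency counts moved most. In SH2 the count of 489 became 910 with the DESeq2 Wald test, 184 with only the groups compared, 262 with thinned footprints, 306 with thinned footprints and the replicate block, and 191 with the block by lysate. In SH3 the count of 86 became 355 with the Wald test, 46 with only the groups compared and 23 with the block by lysate. Between the hairpins the count of 2 became 35 with no filter, 229 with the Wald test, 36 with only the groups compared, 1 with thinned footprints, 5 with thinned footprints and the replicate block, and 0 with the block by lysate (1178 at an unadjusted p-value under 0.05).

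Across the 6 fits per comparison that each left out 1 replicate, counts ran from 1541 (without SH3 replicate 2) to 2104 between the hairpins in footprints. In translational efficiency they ran from 110 (without SH2 replicate 3) to 555 for SH2, with 140 without SC replicate 3 and 195 without SH2 replicate 1. For SH3 they ran from 10 (without SC replicate 3) to 244 (without SC replicate 1), with 11, 18 and 31 without SH3 replicates 2, 1 and 3. Between the hairpins they ran from 0 to 1, the latter without SH2 replicate 1, with 991 to 1543 genes at an unadjusted p-value under 0.05. The RNA counts, and the footprint counts against SC, stayed within 1.5 times.

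Agreement between the hairpins (Pearson's r across genes) ran from 0.700 (without replicate 2) to 0.738 in RNA and from 0.657 (without replicate 3) to 0.677 in footprints when 1 replicate number was left out. Genes called in both in the same direction ran from 2959 to 4503 in RNA, 916 to 2055 in footprints and 0 to 47 in translational efficiency, lowest without number 3 in each measure, where translational efficiency had 338 at an unadjusted p-value under 0.05, and 3 without number 2. Spearman's rho in footprints was 0.660. With the SC libraries divided between the hairpins, the mean r was 0.653, 0.557 and 0.0574 for RNA, footprints and translational efficiency.

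With camera's estimated correlation, 1 of the 42 list tests passed. The ribosomal protein medians of -0.62 and -0.56 in RNA (camera adjusted p 0.629) and 0.57 and 0.52 in translational efficiency (camera adjusted p 0.0920) then failed the threshold. The ribosomal protein footprint median in SH3 ran from -0.16 (without replicate 2) to -0.0096 (without replicate 1). Without 1 replicate number, medians near 0 changed sign. They ran from -0.056 to 0.084 for box C/D proteins in SH2 RNA, from -0.050 to 0.012 and from -0.064 to 0.030 for them in translational efficiency of SH2 and SH3, and from -0.047 to 0.10 and -0.0034 to 0.017 for the other 5'TOP mRNAs in footprints. Mitochondrial mRNAs ran from -0.66 (without replicate 3) to 0.24 (without replicate 1) in SH2 translational efficiency. Histones ran from -0.25 to 0.31 in SH2 and from -0.39 to 0.44 in SH3 translational efficiency, lowest without replicate 2 and highest without replicate 1. Interferon-stimulated genes ran from -0.31 to 0.022 in SH3 RNA, from -0.13 to 0.30 in SH2 and from -0.032 to 0.21 in SH3 translational efficiency. With thinned footprints, interferon-stimulated genes in SH2 footprints had a median of -0.032 and box C/D proteins in SH3 translational efficiency one of 0.079. Over single genes and the other lists, alternatives took a call away in 44 instances and gave one in 8.

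The replicate number as a block gave 8353, 7396 and 5780 genes in RNA, 5018, 4269 and 3019 in footprints and 516, 94 and 4 in translational efficiency, for SH2, SH3 and between the hairpins. The count of 4 against 2 and the counts of opposite calls aside, the replicate block moved no count of calls by more than 1.5 times, and it changed no call of a gene list or named gene. Same-numbered libraries were correlated in their deviations at -0.0834 to 0.230 in IN and -0.0589 to 0.258 in RPF for SH3 and SC, and at 0.0384 to 0.435 and -0.117 to 0.314 for SH2 and SH3, so there the numbers were not taken to pair libraries.

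On simulated counts a 2-fold change was recovered in 51.5% of genes in translational efficiency, 68.5% in footprints and 87.5% in RNA, and depth was not separated there from spread or from the contrast. The alternatives listed for only normalized values and for only the authors' comparisons did not apply, since raw counts were deposited.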

Other observations

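The tests of the ribosomal protein and DNA replication genes and of other splits were set before their results were seen, while those of replicate numbers, of the deposited RD columns and of footprints as a check on RNA capture were chosen only after the result was seen.

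Cytosolic ribosomal protein mRNAs gained translational efficiency in both hairpins (medians 0.57 and 0.52), through a fall in RNA with a smaller change in footprints. With TMM scaling these changes are relative to the typical gene (translational efficiency medians over all genes tested of -0.0186 and -0.0444). A change in RNA or translation common to most genes would not be seen. Several technical explanations were tested. The list's median lay at the percentile of 100 among 10000 random lists matched on mean RNA level, where the highest random median was -0.0033 in SH2 and 0.0030 in SH3. It lay at the percentile of 100 also among lists matched on the ratio of footprints to RNA, with highest medians of 0.0094 and 0.023. Short coding sequences as such did not share the gain, since small mitochondrial proteins encoded in the nucleus had medians of -0.19 in SH2 and -0.19 in SH3 (camera adjusted p 0.0211 and 0.000122, fry adjusted p 0.0833 and 0.0159). With footprint libraries thinned to one depth the smaller median was 0.54, and the smallest over the fits that each left out 1 replicate number was 0.42, without number 3 in SH3. These values argue against each of these explanations as the whole cause. Reads shared with pseudogenes stay open and cannot be told apart from a change in translation. The 43 genes with at most the median of 14 annotated pseudogenes had medians of 0.45 and 0.42, against 0.63 and 0.54 in the 42 genes with more. The 5 genes with 0 annotated pseudogenes, all paralogs of other ribosomal protein genes, had medians of -0.13 and -0.38, and Spearman's rho between the number of pseudogenes and the change was 0.192 and 0.306. The split at the median was set beforehand, and the other 2 measures were chosen after the result was seen. The other 5'TOP mRNAs moved the same way as the ribosomal proteins. Losing RNA that is not on ribosomes could look the same, and RNA bound to ribosomes was not measured apart from footprints, so this stays open. With camera's estimated correlation the list's adjusted p was 0.0920.

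Replication-dependent histone mRNAs fell in RNA and footprints in both hairpins. A change in how RNA without a poly(A) tail was captured would leave footprints in place, and the smaller of the 2 footprint drops was a median of -1.15, which argues against it. A lower share of cells replicating their DNA is a candidate explanation. The 40 DNA replication genes fell in RNA, with medians of -1.11 in SH2 (40 of 40 lower, camera adjusted p 1.68e-13) and -0.68 in SH3 (38 of 40 lower, camera adjusted p 6.43e-10), and in footprints by medians of -0.99 and -0.65, with translational efficiency medians of 0.057 and -0.086, not past the threshold. The 8 replication-independent histones had RNA medians of -0.52 and -0.19 (camera adjusted p 0.0578 and 0.0960, fry adjusted p 0.00404 and 0.0163) and footprint medians of -0.38 and -0.23 (camera adjusted p 0.0388 and 0.280, fry adjusted p 0.0215 and 0.153). So in histones not tied to replication a fall, by smaller medians, passed both tests only in SH2 footprints. In RNA it passed fry alone, and in SH3 footprints neither test. Where such a fall holds, the candidate explanation does not account for it by itself. The share of cells in each phase was not measured.

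In SC and SH2, RNA library 1 tracked footprint library 2 and RNA library 2 tracked footprint library 1. Across the 3133 genes with most footprint counts, deviations from the group mean correlated at 0.747 and 0.489 for these crossed pairs in SC and at -0.558 and -0.577 for the same-numbered ones. In SH2 the values were 0.669 and 0.599 against -0.368 and -0.322. Number 3 tracked itself in SH2 (0.675), and in SH3 each number tracked itself (0.593, 0.489 and 0.309). In SC, RNA library 3 tracked footprint library 1 (0.337) about as closely as footprint library 3 (0.353). The exchanged assignment exceeded the labelled one by a summed correlation of at least 1.96 in SC and SH2. In SC an assignment that also moved number 3 came next, at 1.22 against 1.59 for the exchange. An exchange of numbers 1 and 2 between the library kinds may explain this. A processing effect common to treatments cannot be told apart from it, since crossed libraries of different treatments also correlated, at a mean of 0.177 (0.133 to 0.246) over all genes, against 0.365 (0.324 to 0.398) within a treatment. The tests without a block use no replicate number. Touched are the block by lysate, the replicate block in translational efficiency, the fits that leave out 1 number of both kinds, and the splits of pairs of RNA and footprint libraries. Also touched is the translational efficiency r with the SC libraries divided between the hairpins. Since SH3 did not cross, an exchange would also mismatch SH3 with SC and SH2 inside 1 library kind, which touches the replicate block there, the fits that leave out 1 number, and the check of whether numbers pair SH3 with the others.

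The authors' deposited table lists the same RD values for SH2 and SH3. A likelihood-ratio test over both hairpins at once was run here with DESeq2. Its p-values equalled those in the authors' deposited table in 17017 of 17017 genes, with the log2 fold change of the SH3 interaction. Values were counted as equal within a tolerance of 1e-06, so very small p-values may differ below it. The Wald test of SH2 had an equal p-value in 94 genes, which argues against separate tests. So the 1060 genes past 0.05 for RD in the authors' deposited table, which are the same for both hairpins, may answer whether either hairpin changed the ratio. Of those in the authors' deposited table, 764 passed in SH2's own Wald test, 347 in SH3's, 144 in neither, and 215 had an SH2 interaction of the other sign.

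For each of the 9 comparisons of groups, 1 of the 10 splits of the 6 libraries (or pairs of RNA and footprint libraries) into groups of 3 gave as many called genes, the real one. With 3 against 3 a share under 0.1 cannot be reached. The other splits called 0 genes in each comparison. Each of them mixes both treatments in both groups, so real differences add to the spread within groups and lower the calls. These 0 calls therefore do not show how many would be called with no difference. At an unadjusted p-value under 0.05 the other splits had 26 to 811 genes for SH2 RNA, 27 to 374 for SH3 RNA and 42 to 612 between the hairpins, against 8273, 7429 and 6116 in the real splits. For footprints they had 54 to 868, 32 to 573 and 83 to 500, against 5354, 4723 and 3781. For translational efficiency they had 76 to 933, 96 to 724 and 92 to 384, against 2248, 1574 and 1471. Replicate numbers pair SH2 with SC, and of the 4 splits that part all 3 pairs, the others than the real one called 0 genes and differ from it by exchanging both members of 1 pair.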
